A study of Mus musculus with 4 samples.

How the data were processed

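Total RNA was sequenced from double-negative regulatory T cells of 2 groups, 2 wild-type and 2 OX40-knockout libraries, named here by group and by the replicate number in the labels. Per the labels' protocols, the cells were made from naive CD4 T cells, sorted on a FACS Aria II as positive for CD3 and TCRαβ and negative for NK markers, CD4 and CD8, and lysed in Trizol, and libraries were made with an Illumina TruSeq RNA kit. The submitters' processing notes name Bowtie 0.12.2 and the genome build mm8. The gene annotation, the counting tool, the treatment of reads that fit several genes and the use of strand are not given in the sources used here, so antisense and overlapping genes cannot be told apart.

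The authors deposited 1 table of RPKM values (reads scaled by transcript length and by the library total) with 35275 Ensembl gene IDs and 1 column per library. Its header names no unit, and the unit was settled from the values. In genes with a single transcript, the smallest values were those of 1 read at the annotated length, which gave a whole number as the total of each library: 23215528 and 24395743 for wild-type 1 and 2, and 22220888 and 22571186 for OX40-knockout 1 and 2. With these totals whole numbers of reads that fit the values were found in all 4 libraries for 20982 of the 20996 genes above 0 (99.9%). Of these, 17780 came from ratios between libraries within a relative tolerance of 3e-09 and 3202 from a search over lengths with a tolerance of 0.005 read. The other 14 were approximated from the annotated length. Recovered reads summed to between 96.0% and 96.1% of the totals. As a check, 83.8% of single-transcript genes held whole reads at the annotated length within a tolerance of 0.02, and 59.5% of implied lengths lay within 1% of the annotated mean length. Ratios between libraries leave a common factor open, so the recovered reads of some genes may be several-fold too low. In wild-type 1, Hk1 was given 1410 reads at 281 RPKM, and Slc2a3 20507 reads at 511 RPKM. The recovered reads entered the limma-voom fits and the chi-square values. Whether a unit is a read or a read pair is not given in the sources used here. Symbols came from GENCODE vM21, which names 34490 of the IDs, and transcript lengths and GC content from the same annotation. That annotation is of GRCm38 and the notes name mm8. It names most of the IDs and its lengths fit most single-transcript genes, so mm8 may not be the build behind the values. No coordinates are therefore given, and gene order was used only to see which genes neighbour each other.

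Values were tested as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean-variance trend) over the 11625 genes with a mean of at least 1 RPKM. All 4 libraries entered the fit, with no block, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. An exact two-sided permutation test of 2 against 2 libraries cannot give a p under 0.333, so none was used. Intervals of Tnfrsf4 are exact 95% Poisson intervals of the recovered reads. Chi-square values per degree of freedom between libraries lay from 10.6 to 73.3, so every pair of libraries differed by more than sampling noise. Each list was tested with camera (preset correlation 0.01, and again with an estimated correlation) and with fry, adjusted over 30 lists. The estimated form raised p even where the estimated correlation was no higher than the preset one. Unadjusted camera p went from 0.151 to 0.282 for DNA replication and G1/S (estimated correlation 0.01). For endoplasmic reticulum chaperones (-0.02) it went from 0.0012 to 0.0727. With 2 residual degrees of freedom, a lack of calls by that form does not decide whether a preset call holds. Preparation and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

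30 gene lists were fixed before the data were examined. They covered DNA replication and G1/S, G2/M and mitosis, anti-apoptotic and pro-apoptotic genes, cytotoxic effectors, secreted cytokines, chemokines and their receptors, the NF-kB pathway, costimulatory and inhibitory receptors, regulatory T cell genes, naive and memory genes, helper and effector lineage regulators, the IL-2 and STAT5 response, the interferon response, glycolysis, oxidative phosphorylation, the amino acid and ATF4 response, endoplasmic reticulum chaperones, p53 targets, immediate early and heat shock genes, and cytosolic ribosomal proteins. The rest were markers of conventional CD4 and CD8 T cells, αβ T cells, γδ T cells, NK cells, B and plasma cells, dendritic and myeloid cells, erythroid cells and platelets, stromal and epithelial cells, and sex-linked genes. Genes were named by a rule fixed at the same time. It takes Tnfrsf4, then the genes past the threshold that changed most, with groups that do not overlap and a mean of at least 5 RPKM. Where none passed in a direction it takes the 5 of lowest p, as values that did not pass, leaving out unnamed gene models and receptor segments; 1 gene that it takes among the higher ones is not reported here. In each list it takes members past the threshold or, where none passed, the 2 of lowest p. Genes outside the rule that are named for a library difference were picked after their values were seen.

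The test was tried on simulated data with the means and spreads of these genes. Over 10 draws of the OX40-knockout against wild-type comparison, with 200 of 11625 genes changed in each, it called 29.8% of 2-fold, 66% of 4-fold, 80.8% of 8-fold and 88% of 16-fold changes, with 52 false calls over all draws. With the replicate block it called 0%, 3.4%, 23.6% and 39.2% of these, with 3 false calls. The simulated genes varied independently, unlike the real ones, whose deviations are shared within a library. The simulated rates with the block therefore cannot show its power in the real data. There the replicate differences of the groups correlated at 0.47, and the block raised the genes at an unadjusted p under 0.05 from 162 to 373. Alternatives fixed beforehand were TMM and median-of-ratios factors, quantile normalization, limma without the trend and with robust=TRUE, no filter and a mean of at least 5 RPKM, pseudocounts of 0.1 and 5, a replicate block, leaving out each library, a fold change of at least 2, and a loess correction for length. Chosen after seeing the data were limma-voom on the recovered reads, a loess correction for GC content (span 0.5), each of these with the replicate block, and the splits of the libraries other than by genotype.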

Results

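RNA sequencing measured gene expression in mouse double-negative regulatory T cells (DNT), T cells with an αβ T cell receptor that carry neither CD4 nor CD8 and can restrain other immune cells. Per the labels, the DNT were made from naive CD4 T cells and then sorted for CD3 and TCRαβ and against NK markers, CD4 and CD8. 2 libraries came from wild-type C57BL/6 cells and 2 from cells of OX40-knockout mice. OX40, the product of Tnfrsf4, is a costimulatory receptor of the TNF receptor family that is displayed by activated T cells. The deposited table held RPKM values of 35275 genes, of which 20996 were above 0 in at least 1 library. The library totals behind the values were 23215528 and 24395743 reads for wild-type 1 and 2, and 22220888 and 22571186 reads for OX40-knockout 1 and 2. The labels do not say whether the libraries of a group came from separate animals or cultures, so p-values measure only the spread between these libraries, which may be technical.

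The cytotoxic granule genes Gzmb and Gzma stood at 6430 RPKM or more in all 4 libraries. Gzmk and Gzmm were far lower, with Gzmk between 3.44 and 14.3 RPKM and Gzmm between 1.97 and 2.32 RPKM. The granzyme genes Gzmc, Gzmd, Gzme, Gzmf and Gzmg lay between these levels. They ranged from 59.2 RPKM for Gzmf in OX40-knockout 1 to 3590 RPKM for Gzmg in OX40-knockout 2. Gzmb, which encodes the serine protease granzyme B, stood at 7210 and 6430 RPKM in the wild-type libraries and at 7510 and 8240 RPKM in the knockout libraries. Gzma, encoding granzyme A, stood at 6470, 7320, 6490 and 9530 RPKM in the same order. The T cell receptor component Cd3e lay between 248 and 332 RPKM. Foxp3, the lineage factor of conventional regulatory T cells, was close to the floor, at 0.093 and 0.144 RPKM in the wild-type and 0.121 and 0.12 RPKM in the knockout libraries. Klrb1c, which encodes the NK marker NK1.1, was at 98.5 and 160 RPKM in the wild-type and at 42.8 and 159 RPKM in the knockout libraries.

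The libraries also differed within each group. OX40-knockout 1 stood apart on the first principal component, which held 71% of the variance, with a score of 34.2 against -18.1 for OX40-knockout 2, -16 for wild-type 2 and -0.06 for wild-type 1. Between the knockout libraries 578 of the 11625 tested genes were at least 2-fold apart on the log2(RPKM + 1) scale, between the wild-type libraries 132, and between wild-type 2 and OX40-knockout 2 only 58. Ecm1, encoding a secreted matrix protein, was at 299 RPKM in OX40-knockout 1 and between 38.3 and 49.3 RPKM in the other 3. Gzmd, a member of the clustered granzyme genes of mouse, was at 395 RPKM there and between 1150 and 3030 RPKM in the others. The median deviation of OX40-knockout 1 from the mean of the libraries went from -0.18 in the fifth of genes lowest in GC content to 0.21 in the fifth highest.

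**Figure D1:**
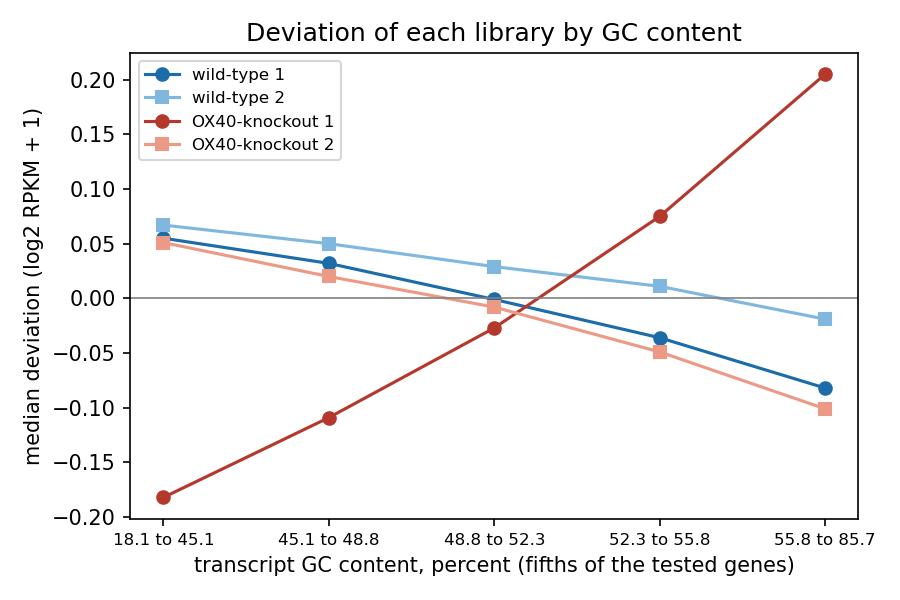
Median deviation of each library from the 4-library mean of log2(RPKM + 1), on the vertical axis, over 5 equal classes of the tested genes by transcript GC content in percent, on the horizontal axis. OX40-knockout 1 climbs from -0.18 to 0.21, and the other 3 libraries decline slightly. Each gene's deviations cancel over the 4 libraries, so this decline at least partly mirrors the climb.

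The targeted gene was read first. Tnfrsf4 (ENSMUSG00000029075) stood at 15.3 ± 4.13 RPKM in the wild-type and 10.7 ± 1.92 RPKM in the knockout libraries (mean ± SD, n = 2 each). By library, the values with exact 95% Poisson intervals were 18.2 RPKM (16.4 to 20.2, from 363 reads) and 12.3 RPKM (10.9 to 13.9, from 259 reads) in the wild-type, then 12.1 RPKM (10.6 to 13.8, from 231 reads) and 9.38 RPKM (8.06 to 10.8, from 182 reads) in the knockout. The intervals cover counting error only. The log2 change was -0.46 with a standard error of 0.23 and did not pass the limma test (adjusted p = 0.975). The transcript was still read in both libraries labelled OX40-knockout, and wild-type 2 and OX40-knockout 1 overlapped within counting error. The labels do not say which part of the gene was removed, so a value over the whole gene checks the labels little, and the groups are named here as the labels give them. Tnfsf4, which encodes the OX40 ligand, was at 4.3 ± 0.962 RPKM in the wild-type and 1.95 ± 0.407 RPKM in the knockout libraries (n = 2 each) and did not pass either (limma adjusted p = 0.975).

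The comparison of knockout with wild-type asked which genes of DNT differ between libraries labelled OX40-knockout and wild-type. Among single genes, those of lowest p were lower in the knockout libraries. Wdfy1, an endosomal adaptor protein, was at 44.6 ± 2.6 RPKM in the wild-type and 16.1 ± 0.195 RPKM in the knockout. Camk2b, a calcium-dependent kinase, was at 15.2 ± 0.193 against 4.89 ± 0.966 RPKM, and Tulp4 at 96.6 ± 0.287 against 42.4 ± 6.98 RPKM. In the other direction, the cytokine gene Il22 was at 24.7 ± 2.23 RPKM in the wild-type and 47.1 ± 4.36 RPKM in the knockout, and Batf3, a transcription factor of T cells and dendritic cells, at 11.5 ± 2.1 against 21.4 ± 1.79 RPKM (each mean ± SD, n = 2 per group).

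None of these passed the threshold over all genes in the main test. With limma, 0 of 11625 genes had an adjusted p under 0.05. The lowest adjusted p was 0.0963, for the gene model Gm28438, at 17.9 and 22.5 RPKM in the wild-type and 0 and 0.257 RPKM in the knockout libraries; it lies outside the naming rule and was picked after its values were seen. At an unadjusted p under 0.05 there were 162 genes, 64 higher and 98 lower, where chance gives 581. The excess of lower genes depended on the scaling, with 77 higher and 81 lower with TMM factors, 85 and 81 with median-of-ratios factors and 79 and 82 with quantile normalization. The count was not stable when a library was left out, at 77 and 76 without wild-type 1 and 2, 524 without OX40-knockout 1 and 3832 (1904 higher and 1928 lower) without OX40-knockout 2. The groups did not overlap for 3074 genes (26.4%), where chance gives 33.3%. Both chance figures, 581 genes and 33.3%, assume libraries that vary independently of their replicate number. Split by replicate number instead, 846 genes had an unadjusted p under 0.05 with limma. That difference widened the spread within the genotype groups, so counts below chance do not show that genotype differences are absent. limma-voom on whole reads recovered from the RPKM values called 0 genes as well, with 128 at an unadjusted p under 0.05. With the replicate number as a block, although the labels do not say that the numbers pair libraries, limma called 5 genes (Wdfy1, Dynlt1b, Tmem181b-ps, Gm28438 and Gm47283), with 373 genes at an unadjusted p under 0.05 (197 higher and 176 lower). With the GC correction and the block only Gm28438 was called. limma-voom with the block called 10, which included Camk2b, Tulp4 and Ifi208.

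The 5 genes of lowest p that were lower in the knockout libraries were Wdfy1 (log2 change -1.41, SE 0.11), Tmem181b-ps (-1.48, SE 0.14), Dynlt1b (-1.57, SE 0.15), Camk2b (-1.47, SE 0.17) and Tulp4 (-1.18, SE 0.14), with limma adjusted p between 0.407 and 0.872. Those that were higher included Ifi208 (1.36, SE 0.17), Il22 (0.91, SE 0.13), Papss1 (0.94, SE 0.16) and Batf3 (0.85, SE 0.17), with limma adjusted p of 0.872 for Ifi208 and 0.975 for the rest. Log2 changes are of RPKM + 1, which understates the change of low genes. Tmem181b-ps, Dynlt1b and Ifi208 belong to families with near-identical copies, and how the authors' counting divided reads among them is not given in the sources used here, so their values are uncertain.

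**Figure D2:**
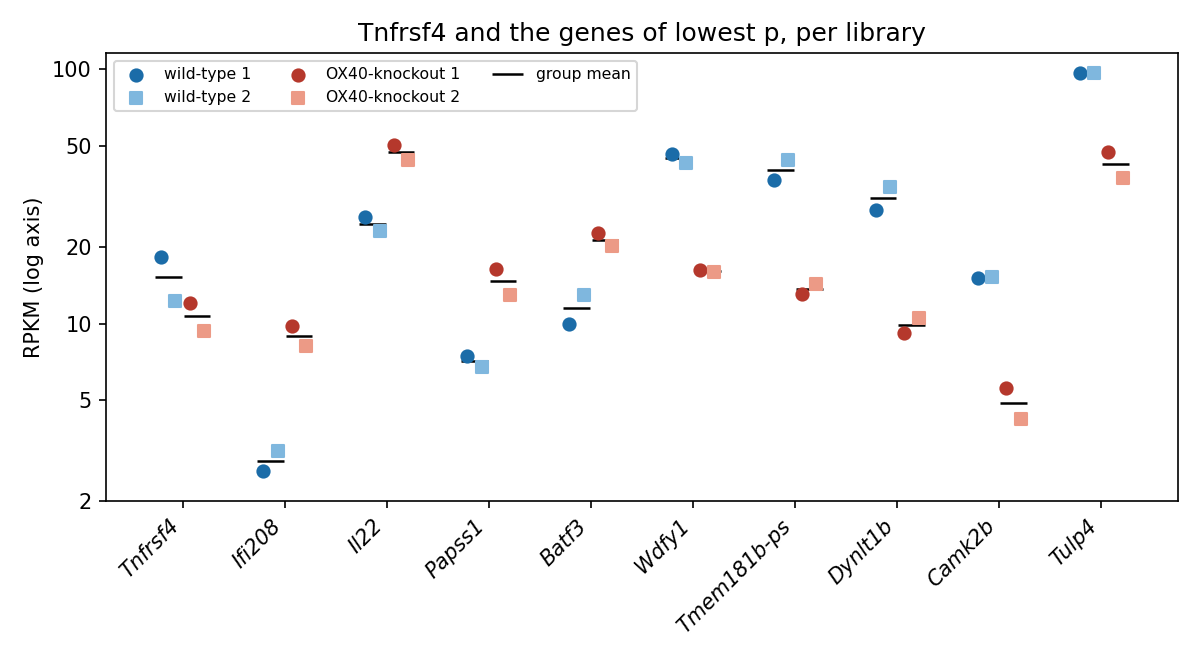
RPKM of Tnfrsf4 and of 9 genes of lowest p that the naming rule takes, in each library, on a log axis, with 1 point per library and a bar at each group's mean (n = 2). For Wdfy1 the wild-type libraries sit at 46.4 and 42.7 RPKM and the knockout libraries at 16.2 and 15.9 RPKM, and no gene shown passed the limma threshold in the main test.

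Genes of cell division stood lower in the knockout libraries as a group. Of 30 measured genes of G2 and mitosis, 29 were lower on average and 21 were lower in both knockout libraries than in both wild-type libraries, where chance gives 16.7% of genes. Their median log2 change was small, at -0.16. Top2a, the topoisomerase that untangles chromosomes, was at 400 ± 12.3 RPKM in the wild-type and 329 ± 27.2 RPKM in the knockout, and Kif11, a motor protein of the mitotic spindle, at 35.2 ± 1 against 28.7 ± 1.75 RPKM (n = 2 each). The list fell by camera with a preset correlation of 0.01 (adjusted p = 1.36e-06 over 30 lists). With an estimated correlation the list was not called (adjusted p = 0.818). That form called no list at all, so it cannot decide whether the call holds. No single member passed, also adjusted over the list alone. Genes of DNA replication and G1/S did not pass as a list (camera adjusted p = 0.302), with 24 of 34 lower and a median of -0.05, but were called lower without OX40-knockout 1 (0.0184). In that list Pola1, a subunit of DNA polymerase alpha, was at 27.5 ± 0.219 against 23.2 ± 3.52 RPKM and Gins1 at 22.9 ± 0.67 against 20.2 ± 0.365 RPKM.

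Genes for secreted cytokines rose as a list, with 14 of 16 measured members higher and a median log2 change of 0.38 (camera adjusted p = 4.56e-07; adjusted p = 0.818 with an estimated correlation). Il22 passed when adjusted over the list alone (limma adjusted p = 0.0181) and was the only member that did. Ifng, encoding interferon gamma, was at 41.2 ± 5.64 RPKM in the wild-type and 58.3 ± 3.08 RPKM in the knockout libraries (n = 2 each). The median deviation of the list was 0.55 in OX40-knockout 1 and between -0.22 and -0.12 in the other libraries. Il10 was at 7.23 and 4.57 RPKM in the wild-type libraries against 25.2 and 9.4 RPKM, and Il13 at 6.93 and 4.73 against 16.4 and 3.53 RPKM. Without OX40-knockout 1 the list did not pass (camera adjusted p = 0.602).

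The list of immediate early and heat shock genes rose as a whole, with 16 of 22 members higher and a median of 0.38 (camera adjusted p = 9.76e-06; adjusted p = 0.818 with an estimated correlation). The median deviation of the list was 0 and -0.3 in wild-type 1 and 2 and 0.42 and 0.02 in OX40-knockout 1 and 2. Egr3 and Nr4a1, transcription factors induced within minutes of T cell receptor signals, were at 3.21 ± 0.28 against 5.6 ± 0.352 RPKM and at 3.27 ± 0.523 against 5.23 ± 0.734 RPKM (n = 2 each). Its heat shock members did not rise together, with Hspa8 at 1520 and 1460 RPKM in the wild-type and 1460 and 1520 RPKM in the knockout libraries and Hsph1 at 31.1 and 34.1 against 25.4 and 31.6 RPKM, while Dnajb1 was at 37.3 and 34.7 against 45.9 and 36.2 RPKM and Hmox1 at 31.7 and 28.6 against 35.4 and 35 RPKM. Hsp90aa1 was lower in both knockout libraries, at 30.8 and 33.8 against 22.9 and 29.8 RPKM. Fos followed the replicate number, at 68.6 and 16.1 RPKM in the wild-type and 78.5 and 25.5 RPKM in the knockout libraries. So did Fosb, at 35.2 and 2.7 against 21.1 and 3.67 RPKM, and Atf3, at 20.9 and 7.44 against 37.4 and 16.2 RPKM. Dusp1 did too, at 29.7 and 16 against 55.1 and 23.1 RPKM. Within each replicate number Fos, Atf3 and Dusp1 were higher in the knockout, and Fosb was so in replicate 2 only. Endoplasmic reticulum chaperones rose by a median of 0.12, with 13 of 18 members higher (camera adjusted p = 0.00515; adjusted p = 0.818 with an estimated correlation). Hyou1 was at 106 ± 7.69 against 124 ± 5.37 RPKM and Sdf2l1 at 84.3 ± 5.09 against 98.9 ± 7.7 RPKM. That call was lost without wild-type 1 (camera adjusted p = 0.0529) and without OX40-knockout 2 (camera adjusted p = 0.277).

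5 further lists rose by camera and lost their call without OX40-knockout 1. Each of them had an adjusted p of 0.818 with an estimated correlation. The called lists share members, so their calls are not independent. Il10 and Tgfb1 are in both the cytokine and regulatory T cell lists. Osm and Lif are in both the cytokine and IL-2 lists, and Il2ra in both the regulatory T cell and IL-2 lists. Zbtb7b and Runx3 are in both the lineage regulator list and the CD4 and CD8 list. The IL-2 and STAT5 response had 15 of 17 members higher and a median of 0.21 (camera adjusted p = 0.00132), with Il2ra, the IL-2 receptor alpha chain, at 229 ± 29 against 295 ± 50.3 RPKM and Pim1 at 175 ± 4.68 against 236 ± 69.2 RPKM (n = 2 each). The NF-kB pathway had 18 of 22 higher and a median of 0.12 (camera adjusted p = 0.00323). There Bcl3 was at 61.6 and 65.5 RPKM in the wild-type and 156 and 75.7 RPKM in the knockout libraries, and Nfkb2 at 31.2 ± 0.601 against 37.7 ± 7.66 RPKM. Helper and effector lineage regulators had 14 of 18 higher and a median of 0.21 (camera adjusted p = 0.00323), with Ahr at 8.08 ± 0.354 against 11.2 ± 3.51 RPKM and Stat3 at 156 ± 11.4 against 183 ± 21.4 RPKM. The regulatory T cell list had 11 of 15 higher and a median of 0.2 (camera adjusted p = 0.00794), with the inhibitory receptor Ctla4 at 106 ± 19.3 against 153 ± 13.3 RPKM and Capg at 273 ± 16.8 against 354 ± 18.7 RPKM. Markers of conventional CD4 and CD8 T cells were all 6 higher, with a median of 0.19 (camera adjusted p = 0.0205), and Cd4 itself was at 0.82, 1.97 and 2.06 RPKM in wild-type 1, wild-type 2 and OX40-knockout 2 but at 10.1 RPKM in OX40-knockout 1, and Zbtb7b was at 30 ± 1.82 against 38.8 ± 12 RPKM. The CD4 and CD8 list also lost its call with the GC correction (camera adjusted p = 0.087, and 0.069 with the replicate block too) and with no filter (0.0941), as did, with no filter, the regulatory T cell list (0.059) and the lineage regulators (0.0577). Without that library the NF-kB list (adjusted p = 0.841) and the lineage regulators (0.802) were not called, and the IL-2 list (0.673), the regulatory T cell list (0.832) and the CD4 and CD8 list (0.602) changed direction without passing.

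Cytosolic ribosomal protein genes fell as a list, with 34 of 40 lower and a median of -0.1 (camera adjusted p = 0.0283; adjusted p = 0.924 with an estimated correlation). Rpl22 was at 414 ± 16.3 against 333 ± 62 RPKM and Rpl5 at 1310 ± 39.7 against 1150 ± 125 RPKM (n = 2 each). The call was lost with TMM factors (0.0582), median-of-ratios factors (0.0661) and quantile normalization (0.219), with no filter (0.077), with the replicate block (0.0561) and without wild-type 1 (0.458). Without OX40-knockout 1 the list was called in the opposite direction (0.00946).

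**Figure D3:**
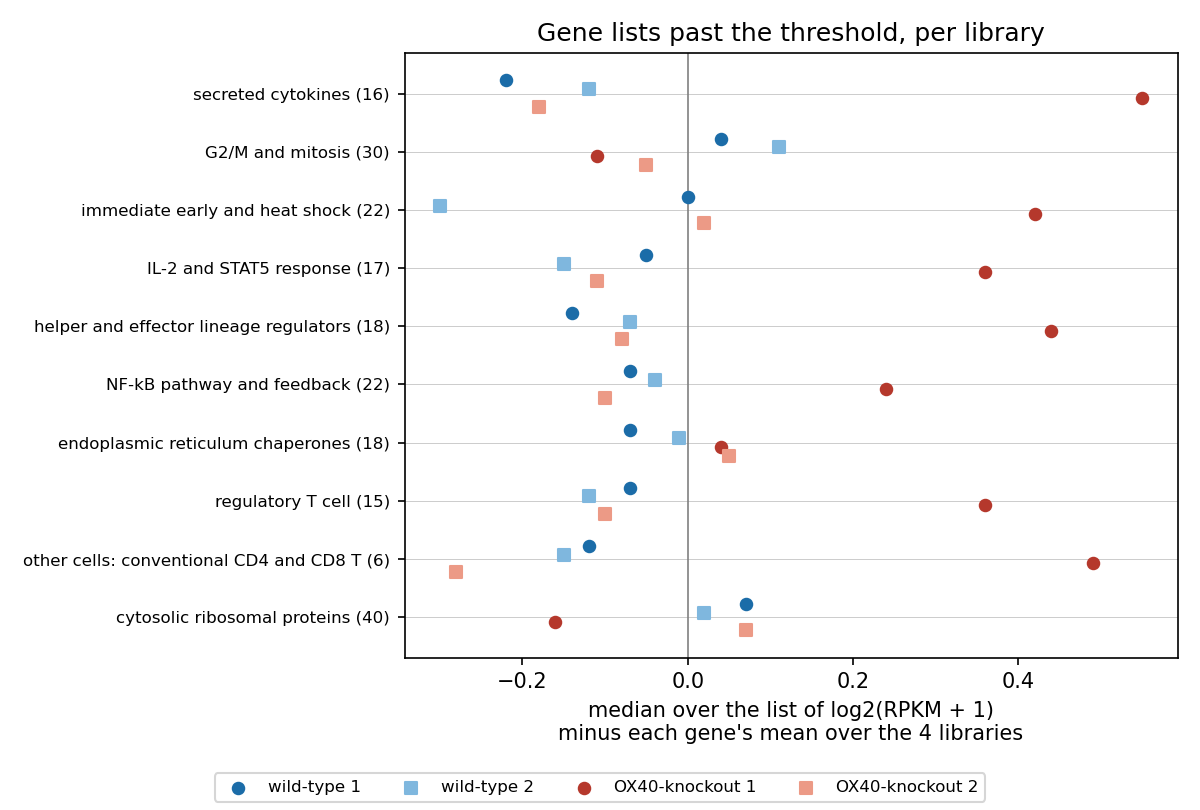
For the 10 lists past the camera threshold at a preset correlation, the median over members of log2(RPKM + 1) minus each gene's mean over the 4 libraries, 1 point per library, with the number of measured genes in brackets. In the cytokine list OX40-knockout 1 sits at 0.55 and the other libraries between -0.22 and -0.12, while in the G2/M list both knockout libraries, at -0.11 and -0.05, lie below both wild-type libraries, at 0.04 and 0.11.

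The remaining 20 lists did not pass. Apoptosis genes were mixed. Anti-apoptotic genes had a median of -0.04 (camera adjusted p = 0.761), with Bcl2l1, encoding the survival protein Bcl-xL, at 69.8 ± 0.792 against 55.2 ± 6.55 RPKM and Xiap at 31 ± 0.674 against 24.8 ± 5.15 RPKM. Pro-apoptotic genes (adjusted p = 0.769) had a median of -0.02 and a mean of 0.02, with Tnfrsf10b at 5.54 ± 0.0351 against 4.7 ± 0.201 RPKM and Bad at 15.4 ± 0.973 against 17.1 ± 0.475 RPKM. Cytotoxic effector genes had a median of -0.16 (adjusted p = 0.761), with the death ligand Tnfsf10 at 9.4 ± 0.101 against 11.9 ± 0.564 RPKM and Fasl at 26.2 ± 8.38 against 17.7 ± 10 RPKM. The median deviation of that list was -0.06 and 0.19 in wild-type 1 and 2, and -0.36 and 0.22 in OX40-knockout 1 and 2. Its direction turned without OX40-knockout 1. Chemokines and their receptors had a median of 0.03 (adjusted p = 0.761), with Cxcr3 at 12.1 ± 1.85 against 7.73 ± 0.979 RPKM and Ccr1 at 2.54 ± 0.54 against 4.64 ± 2.58 RPKM. Costimulatory and inhibitory receptors had 13 higher and 12 lower members (adjusted p = 0.901), with the inhibitory receptor Cd160 at 50.1 ± 7.58 against 34.1 ± 0.191 RPKM. Naive and memory genes had a median of -0.17 (adjusted p = 0.404), with Foxp1 at 49.9 ± 3.32 against 37.7 ± 9.63 RPKM and Klf2 at 5.38 ± 2.25 against 13.6 ± 9.5 RPKM. All RPKM values here are means ± SD of 2 wild-type against 2 knockout libraries, and no gene among these passed.

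Interferon response genes had a median of 0.14 (camera adjusted p = 0.302), with Gbp3 at 27.1 ± 0.593 RPKM in the wild-type against 22.6 ± 0.146 RPKM in the knockout libraries and Usp18 at 10.3 ± 0.177 against 7.18 ± 2.26 RPKM. The median deviation of the list was 0 and -0.15 in wild-type 1 and 2, and 0.36 and -0.32 in OX40-knockout 1 and 2. Its direction turned without OX40-knockout 1. Metabolic lists did not pass, with a median of 0.02 for glycolysis (adjusted p = 0.203), -0.03 for oxidative phosphorylation (0.809) and 0.06 for the amino acid and ATF4 response (0.156). In these, Slc2a3, a glucose transporter, was at 420 ± 128 against 520 ± 119 RPKM and Hk1 at 267 ± 19.4 against 327 ± 100 RPKM, Cox5a at 51.2 ± 4.36 against 60.8 ± 0.334 RPKM and Uqcrb at 70.1 ± 3.05 against 55.3 ± 18.8 RPKM, and Nupr1 at 16.9 ± 2.38 against 19.3 ± 2.66 RPKM and Cebpb at 8.84 ± 1.44 against 15.2 ± 10.5 RPKM (n = 2 each). The p53 targets had a median of -0.01 and a mean of 0.04 (adjusted p = 0.822), with Ccng1 at 151 ± 7.52 against 123 ± 23.5 RPKM and Trp53inp1 at 30.7 ± 0.622 against 27.1 ± 1.44 RPKM. In OX40-knockout 1 and 2 the median deviation was 0.13 and -0.1 for glycolysis and -0.15 and 0.09 for oxidative phosphorylation. For p53 targets it was 0.24 and -0.14. The glycolysis, oxidative phosphorylation and p53 lists changed direction without OX40-knockout 1.

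Markers of other cell types did not pass between genotypes in the main test, apart from the CD4 and CD8 list above. The αβ T cell genes that the sort selects for had a median of -0.07 (camera adjusted p = 0.795), with the adhesion receptor Cd2 at 110 ± 2.46 RPKM in the wild-type against 85.4 ± 5.78 RPKM in the knockout libraries and Cd247 at 45.2 ± 2.87 against 40.8 ± 0.989 RPKM (n = 2 each). Without OX40-knockout 1 that list was called lower (0.00712). Of the γδ T cell list 3 genes were measured (0.636), of the B and plasma cell list 2 (0.166), of the dendritic and myeloid list 13 (0.795), of the erythroid and platelet list 5 (0.761), and of the stromal and epithelial list 3 (0.561), the figures in brackets being camera adjusted p. By the naming rule, in RPKM, these held Cd163l1 (3.55 ± 2.27 against 4.98 ± 2.02) and Blk (1.35 ± 0.337 against 1.23 ± 0.881), Cd79b (1.99 ± 0.568 against 3.12 ± 1.41) and Ighm (12.2 ± 1 against 16 ± 8.32), Hba-a1 (1.72 ± 1.65 against 2.97 ± 2.41) and Ppbp (2.27 ± 2.37 against 1.34 ± 1.07), and Krt18 (0.499 ± 0.208 against 1.99 ± 2.28) and Epcam (17 ± 1.06 against 14.6 ± 5.52). The dendritic and myeloid list held Batf3, which T cells express too, and the macrophage lysozyme Lyz2 at 3.1 ± 1.35 against 1.44 ± 0.533 RPKM. NK genes (0.561) were lower in both replicate 1 libraries, with a median deviation of -0.56 and 0.74 in wild-type 1 and 2 and of -1 and 0.79 in OX40-knockout 1 and 2. Eomes, a transcription factor of NK and cytotoxic T cells, was at 114, 150, 75.5 and 133 RPKM in that order, and Klra7 at 104, 145, 66.9 and 116 RPKM. With the replicate block the NK list was called lower (0.0185) and the B and plasma cell list higher (0.048), and limma-voom with the block called both (0.0302 and 0.0326) and the stromal and epithelial list (0.0246), but the GC correction with the block called none of the 3 (0.187, 0.069 and 0.0728). The sex-linked genes (0.822) included the Y-linked gene Eif2s3y, at 72.7 ± 10.8 against 84.4 ± 9.27 RPKM, and Uty, at 10.4 ± 0.706 against 8.71 ± 1.66 RPKM.

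The list calls carried a limit that the library differences set. Split in the other 2 possible ways, 2 libraries against 2, the same camera test called 15 lists (replicate 2 against replicate 1) and 12 lists (wild-type 1 and OX40-knockout 2 against the rest), against 10 for genotype. With an estimated correlation camera called 0 lists in each of the 3 splits. That form has 2 residual degrees of freedom to work with, so it cannot tell the splits apart. With the preset correlation the G2/M list was called in neither other split (camera adjusted p = 0.354 and 0.836), whereas the cytokine list was called in both (0.00383 and 0.00173) and the immediate early list in the replicate split (0.00117) but not the other (0.578). With 3 splits in all, no share under 0.05 can be reached.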

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

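limma-voom on recovered reads, the GC correction and their blocked forms were chosen after seeing the data. The count of genes called, 0 in the main test, stayed at 0 with TMM and median-of-ratios factors, without the trend, with robust=TRUE, under both other filters and both other pseudocounts, with a minimum fold of 2, with voom, and with the GC correction. It was 1 with quantile normalization, 1 with the length correction, and 0 to 1 when each library was left out in turn, the 1 being Gm47283 without wild-type 2. The single gene of the first pair was Gm28438, and the cause was not tested. The labels do not say that replicate numbers pair the libraries, and with 2 pairs this cannot be settled; across genes the replicate differences of the groups correlated at 0.47, and at 0.53 after GC correction. With the replicate block limma called 5 genes (Dynlt1b, Gm28438, Gm47283, Tmem181b-ps and Wdfy1), 1 with the GC correction as well, and 10 with voom. Gene lists called by camera numbered 10 in the main test, 6 with no filter, 0 with an estimated correlation, 0 with fry, and 12 to 16 when each library was left out in turn (16 without wild-type 1). The G2/M list and the immediate early list kept direction and call under every setting of camera with the preset correlation, at adjusted p up to 0.00221 and 0.0369. Without OX40-knockout 1 several lists reversed, given here with camera adjusted p without that library and the range over the libraries left out in turn: cytotoxic effectors (1.73e-05, range 1.73e-05 to 0.974), the interferon response (1.02e-05, range 1.02e-05 to 0.974), oxidative phosphorylation (1.18e-05, range 1.18e-05 to 0.789), p53 targets (0.0184, range 0.0184 to 0.884), glycolysis (0.0184, range 0.00188 to 0.6), ribosomal proteins (0.00946, range 1.29e-06 to 0.458) and NK cells (0.000262, range 2.72e-07 to 0.0178, reversed without wild-type 2 too, at 0.0178). Reversed but no longer called without it were regulatory T cell genes (0.832, range 0.00024 to 0.832), the IL-2 response (0.673, range 5.76e-05 to 0.673) and CD4 and CD8 T cells (0.602, range 0.00122 to 0.602). Where 1 library of a group is left, it is assumed to vary like the other group. Erythroid and platelet genes reversed without wild-type 1 (0.0229, range 0.0021 to 0.903), and dendritic and myeloid genes at a mean of at least 5 RPKM (0.00335), where fewer genes were tested. Called under some settings only, in the direction of the main test, were also DNA replication and G1/S (0.0184) and αβ T cells (0.00712) without OX40-knockout 1, the amino acid response (0.0229), B and plasma cells (0.0229) and dendritic and myeloid genes (0.0256) without wild-type 1, the amino acid response at a mean of at least 5 RPKM (0.0468), NK cells (0.0185) and B and plasma cells (0.048) with the replicate block, and these (0.0302 and 0.0326), the interferon response (0.0326) and stromal and epithelial genes (0.0246) with voom and the block. The cytotoxic effector, interferon, glycolysis and NK lists, which reversed above, also had calls in the direction of the main test. These came without wild-type 1 and without OX40-knockout 2. Oxidative phosphorylation was so called without OX40-knockout 2, and erythroid and platelet genes without wild-type 2. Each of these fits left 1 library in a group. The cause of these changes was not tested. The log2 change of Tnfrsf4 ranged from -0.2 to -0.72 and passed under none of the settings. In simulation the test called 29.8% of 2-fold and 88% of 16-fold changes, so changes of any of the sizes tried can be missed.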

Other observations

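Of the tests below, those on basophil and mast cell markers not looked at before and on neighbours among ranks 51 to 100 were set out before their results were seen, and the others were chosen after.

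Joining segments of the T cell receptor alpha locus were mostly lower in the knockout libraries. Of 47 Traj segments tested, 42 were lower on average and 23 were lower in both knockout libraries than in both wild-type libraries, with a median log2 change of -0.67. Traj31, for example, was at 9.07 and 12.2 RPKM in the wild-type and 2.37 and 0.777 RPKM in the knockout libraries. The set was picked after its values were seen, so no test of it is given. Segments are short, and the way reads over rearranged receptors were counted is not given in the sources used here. The constant segment Trac was at 250 and 203 RPKM in the wild-type and 279 and 159 RPKM in the knockout libraries.

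Single genes, picked after their values were seen, stood far higher in OX40-knockout 1 than elsewhere. Il17rb, a receptor of the cytokine IL-25, was at 51.7 RPKM there and between 8.81 and 13.5 RPKM in the others, Ccr8, a chemokine receptor, at 13.2 against 2.11 to 3.95 RPKM, and Zbtb16, the lineage factor of NKT cells, at 10.9 against 1.63 to 2.64 RPKM. In all, 131 genes were at least 2-fold above all other libraries in OX40-knockout 1 and 45 at least 2-fold below, whereas no other library had more than 9 in a direction. By the splits of the libraries, 72 genes were at least 2-fold higher in both replicate 2 libraries than in both replicate 1 libraries and 5 lower, against 6 higher and 7 lower by genotype. limma called 30 genes between the replicate numbers.

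OX40-knockout 1 stood apart from the other 3 libraries. A bias that depends on GC content seems not to account for all of it, since after a loess correction 515 genes were still 2-fold apart between the knockout libraries, against 125 between the wild-type libraries of the same numbers, but this comparison replaced a first one that left the question open, in which the closest pair with that library (with wild-type 1) had 218 such genes and the furthest pair without it (wild-type 1 and OX40-knockout 2) had 189, within 2 counting errors. The bias may account for part, since the slope of that library was 0.24 on the log2 scale per 10 percentage points of GC, steeper than in the other 3 and of one sign in all 5 classes of abundance. Residual CD4 T cells, which the sort against CD4 should remove, stay open as the origin of its CD4 lineage genes: Cd4 was 4.9 times and Cd40lg 1.69 times the highest other library, but Zbtb7b was at 1.51 times (1.41 to 1.62 by counting error) against a chosen bound of 1.5, and at 1.18 times after GC correction, a condition added after the bound alone had been met. No explanation beyond GC bias and residual CD4 T cells was tested for this single library.

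Most of the basophil and mast cell genes with at least 10 reads were higher in both replicate 2 libraries than in both replicate 1 libraries. Mcpt8, a basophil protease, was at 34.3 and 31.9 RPKM against 5.34 and 1.42 RPKM, Cpa3 at 36.7 and 35.1 against 3.09 and 2.79 RPKM, and the GC correction left a median difference of at least 3.17 on the log2 scale over the 5 genes seen first, which argues against GC bias. Of 13 further markers fixed before the test, 9 had at least 10 reads, 7 of these were higher in both replicate 2 libraries, and the median difference over the 9 was 1.51 on the log2 scale, with the receptor gene Fcer1a at 7.79 and 4.19 RPKM against 0.504 and 0.439 RPKM. The exceptions were Kit, at 50.9 and 49.6 against 51.8 and 20.4 RPKM, and Gata1, at 2.79 and 2.13 against 1.9 and 3.56 RPKM. Basophils or mast cells among the sorted cells of replicate 2 are therefore a candidate source of these genes, although the gate for CD3 and TCRαβ should remove them, and 3 of the 9 (Kit, Il1rl1 and Gata1) were at 1 RPKM or more in all 4 libraries, and genes of other classes moved with the same split, with the NK receptor gene Ncr1 at 7.93 and 7.49 against 0.408 and 0.183 RPKM, the receptor delta segment Trdj1 at 143 and 195 against 42.2 and 52.1 RPKM and the platelet gene Pf4 at 8.81 and 6.28 against 0.515 and 2.23 RPKM. The labels give no group by replicate number, so no explanation beyond GC bias and basophils or mast cells was tested.

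Some of the genes of lowest p lay near each other. Among the 50 of lowest p outside receptor segments and the region of Tnfrsf4, 9 lay within 3 tested genes of another, where random sets gave a median of 0 and a 95th percentile of 4 (permutation p = 0.001, one-sided, on the genes in which the pattern was seen and so no support for it), among them the neighbours Tulp4, Dynlt1b and Tmem181b-ps, all lower, Il22 and Ifng, both higher and both in the cytokine list, and Ifi208 and Ifi214, which went opposite ways. Among ranks 51 to 100 by p, whose neighbours had not been looked at, 2 did (permutation p = 0.485, one-sided), against 13 and 6 at the same ranks in the other 2 splits of the libraries, so a strain or copy number difference at other loci is neither supported nor excluded. Beside Tnfrsf4, Sdf4 was at 175 and 148 RPKM in the wild-type and 99.6 and 63.8 RPKM in the knockout libraries and Mib2 at 42.8 and 48.4 against 33.2 and 27.3 RPKM, the 2 of the 40 nearest tested genes at an unadjusted p under 0.05, where random windows gave a median of 0 and a 95th percentile of 2 (permutation p = 0.082, one-sided), so DNA carried along with the targeted locus stays open. An effect of OX40 loss on these genes stays open too, since genotype and strain background cannot be told apart with these labels.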
